A study of Homo sapiens with 12 samples.

How the data were processed

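RNA sequencing read counts were analysed for 12 libraries of the human colorectal adenocarcinoma cell line HT29. Per the series description, the cells carried a lentiviral construct for either GFP alone (GFP cells) or the calcium-sensing receptor with GFP (CaSR cells). They were treated for 48 h with 1 µM R568, a positive allosteric modulator of the receptor, or with 0.1% DMSO. Each of the 4 groups held 3 libraries, which the series description calls biological replicates. Per the labels' protocols, polyadenylated RNA was made into directional libraries and sequenced as single-end reads of 75 bases on a NextSeq instrument.

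The authors deposited a table of raw read counts with 58785 rows, in which the values are whole numbers and are not normalized. The aligner, the counting tool and the use of strand in counting are stated in neither the file header nor the labels. All 58780 gene identifiers, versions included, were those of GENCODE release 29 on the GRCh38 primary assembly, and names and positions were taken from that annotation. The other 5 rows carry names of vector parts: CaSR, and GFP and puromycin resistance for each construct. How reads shared between the receptor's gene and the vector's receptor sequence were assigned is not stated. Reads from paralogs and from genes that overlap on either strand can be split or shared in such counts in a way the table does not show. Of 32 named genes checked, 4 overlapped another annotated gene whose highest group mean was at least 10% of their own.

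Library totals ran from 22288055 to 24818016 counts. The smallest amount taken as detected was more than 3 counts, and folds against a group at or under that floor were computed against it and are lower bounds. Floors cover counting error only. Reads carried no molecular identifiers. Replicate libraries of a group differed by a chi-square of 19.7 to 78.2 per degree of freedom, far above sampling noise, so no library was treated as a copy of another.

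Gene-level tests used the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr by group and 1 fitted mean per group over all 12 libraries. This kept 15093 genes and 2 vector rows, which held at least 99.9% of the counts of every library. The 5 contrasts were the CaSR effect in DMSO, the CaSR effect in R568, the R568 effect in GFP cells, the R568 effect in CaSR cells, and the interaction, which is the difference between the R568 effects in the 2 lines. P-values were adjusted within each contrast by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called. Vector rows were left out of the counts of called genes. Standard errors (SE) of log2 fold changes were obtained from the F statistic. CPM values use the TMM-adjusted library sizes.

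Deviations of the libraries from their group means were compared by correlation across genes. They fell into 3 sets with 1 library of each group in each, found by average-linkage clustering without reference to the labels. The labels carry no replicate number, batch or day, and the replicate numbers used here follow accession order only, yet each set held the libraries of 1 replicate number. The sets were treated as a technical batch. A fit with a term for the library set was added after the data were examined, and its counts of called genes are printed beside those of the fit without it. Its values for named genes are printed where a call without it was lost in fits that left out 1 library. It has no basis in the labels.

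Gene lists for inflammation (26 genes), intestinal differentiation (28), feedback of ERK signalling (17), proliferation (22) and interferon response (23) were written before the data were examined. Inflammation and differentiation were chosen as themes known of the study, so these lists were not chosen blind to it. The other lists cover known receptor signalling, growth and a lentiviral response. The lists share 0 genes. Each was tested in each contrast on log2 CPM (prior count 2) with limma 3.58.1, using camera with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 25 tests. A list score is the mean log2 CPM of its tested genes.

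Correlations between effects were taken across genes, which are not independent replicates. Where effects share libraries, the value expected without any effect came from 20 simulated data sets.

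Also before the data were examined, a rule was set for the genes named: CASR and the vector rows; per contrast, the 4 largest rises and the 4 largest falls among called genes with a mean of at least 1 CPM in the higher group and no overlap between replicates; for the interaction, the 5 genes with the smallest p; and called list members for R568 in CaSR cells or the interaction, at most 6 per list. Not every gene that met the rule is named. Genes outside this rule are marked where they appear.

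The alternatives set beforehand were RLE size factors, library size only, DESeq2 1.42.0, limma-voom, no filter on low counts, a mean CPM of at least 1, fits of only the groups compared, fry or an estimated correlation for the lists, and leaving out each of the 12 libraries. Added after the data were examined were the term for the library set, removal of each library's trend with GC content, both together, fry with the term for the library set, and an estimated correlation with that term.

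The scripts were tested on simulated counts. With 198 changed genes among 14892 tested, the test recovered 79.8% and 2.47% of its calls were false. With simulated library sets and 199 changed genes among 14869, it recovered 49.7% without the term and 94.0% with it, and the false share with the term was 7.43%, above the nominal 5%. Figures were drawn with matplotlib.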

Results

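The effect of the calcium-sensing receptor (CaSR) on transcription was measured by RNA sequencing in HT29 cells, a human colorectal adenocarcinoma line, that stably carried either GFP or CaSR-GFP. Both lines were treated for 48 h with 0.1% DMSO or with 1 µM R568, a positive allosteric modulator of the receptor. The series asks whether the receptor changes transcription and whether its stimulation adds to that change. The 12 libraries formed 4 groups of 3 and held 22288055 to 24818016 counts each. Of the 58780 annotated genes, 27060 had no read in any library, and 15093 were tested. The share of mitochondrial transcripts ran from 4.77% to 8.97% of the counts.

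The receptor was examined first. The row for the endogenous gene CASR (ENSG00000036828.16; GRCh38 chromosome 3, 122183683 to 122291629, plus strand) held 0 counts in 10 libraries and 1 count in each of CaSR DMSO replicate 3 and CaSR R568 replicate 3, all under the floor of 3 counts. Reads of the construct were counted in a vector row. CaSR-vector held 0 counts in all 6 GFP libraries. It held 201, 166 and 387 counts in CaSR cells in DMSO, or 10.4 ± 4.28 CPM (SD, n = 3). In CaSR cells in R568 it held 414, 421 and 809 counts, or 24.3 ± 10.2 CPM (SD, n = 3). These levels were at least 78.7-fold and at least 178-fold higher than in the GFP cells. The empty vector's GFP row held 2.19 ± 0.427 CPM in GFP cells in DMSO and 2.50 ± 1.15 CPM in R568 (SD, n = 3), and 0 counts in all 6 CaSR libraries. Both rows placed every library in the line given by its label. The remaining 3 vector rows, among them the GFP row of the CaSR construct, held 0 counts throughout.

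CaSR-vector was higher in R568 than in DMSO by 1.22 on the log2 scale (SE 0.36), a difference that did not pass the threshold in edgeR's quasi-likelihood test (adjusted p 0.179). This call was tried under RLE factors, DESeq2, a mean CPM of at least 1, the term for the library set and fits without 1 library. Those that changed it were DESeq2, with an adjusted p of 0.0264, and the term for the library set, with 4.56e-06. Within the 3 library sets the raw count rose by 2.06-fold, 2.54-fold and 2.09-fold. The GFP row of the empty vector changed by 0.19 (SE 0.36, adjusted p 1) in GFP cells.

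Libraries deviated from their group means in a shared way. Across the tested genes, deviations correlated at 0.481 to 0.701 (mean 0.576) in the 18 pairs of libraries from different groups and the same set. The mean of -0.287 in the 36 pairs from different groups and different sets follows from this value, because deviations from a group mean sum to 0. Differences between the sets held 42.9% of the variance of log2 CPM, and differences between the 4 groups held 37.1%. With the term for the set in the model, the common biological coefficient of variation fell from 0.191 to 0.0791. The sets are balanced over the groups, so they widen the replicate spread of every comparison without being confounded with it.

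**Figure D1:**
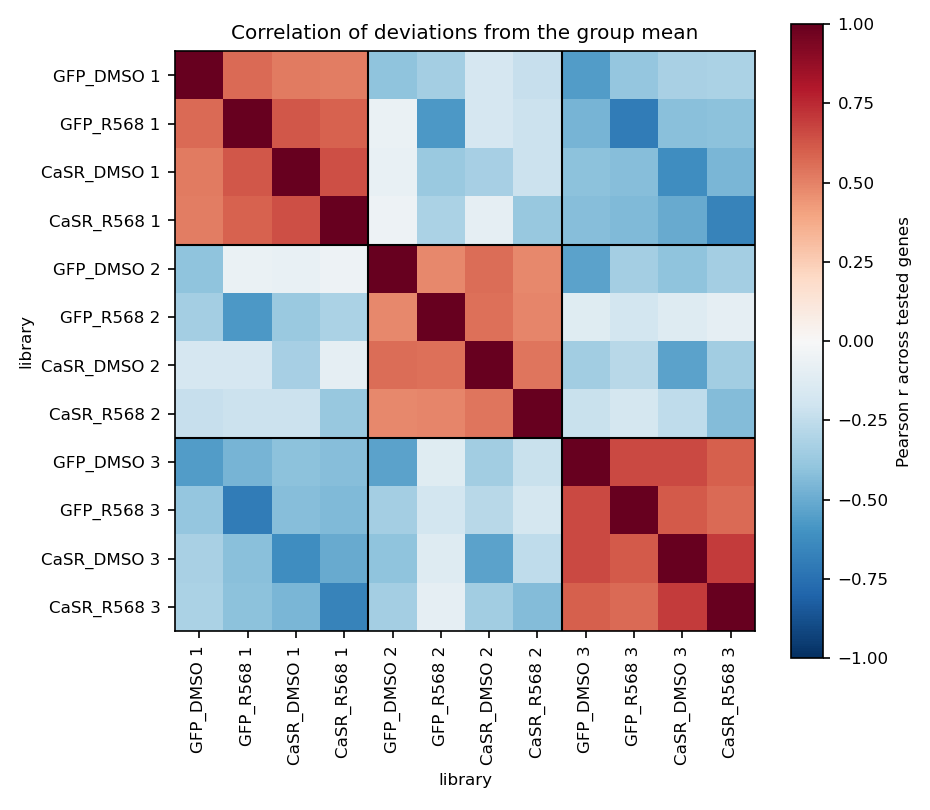
Pearson correlation, across tested genes, of each library's deviation from its group mean (both axes: the 12 libraries, ordered by replicate number; lines separate the library sets; colour: r). Libraries of different groups within a set correlate at 0.481 to 0.701, and the negative values between sets follow from centring on the group means.

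The first comparison asked what differed between the CaSR and GFP lines without the modulator. The lines were made once each as far as the labels say. A CaSR effect as named here therefore holds the receptor and any other difference between the lines, which cannot be told apart. In DMSO, edgeR's quasi-likelihood test called 9 genes between CaSR and GFP cells, 0 higher and 9 lower in CaSR cells, with 390 genes at an unadjusted p under 0.05. With the term for the library set 248 genes were called, 84 higher and 164 lower, with all 9 among them in the same direction. That term with the GC trend removed moved the count most, to 310. The count without the term was not stable: in 11 of the 12 fits that each left out 1 library it was more than 1.5 times smaller. It was 0 without CaSR DMSO replicate 1 or without CaSR DMSO replicate 3. Leaving out libraries that the comparison does not use changed it too. Without GFP R568 replicate 1, 2 or 3 the count was 3, 1 and 2, and without CaSR R568 replicate 1, 2 or 3 it was 1, 3 and 11. These losses therefore do not show that the calls depended on single libraries.

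Among the genes named by rule, the largest fall was that of MAGEA3 (ENSG00000221867.8; chromosome X, 152698752 to 152702347, plus strand). It had 2.57 ± 0.871 CPM in GFP cells in DMSO, and its counts in the 3 CaSR libraries in DMSO were 0, 2 and 0, under the floor, so that it was at least 19.3-fold lower (adjusted p 0.0114; 3.93e-06 with the set term). It was also at least 18.1-fold lower in CaSR cells in R568. Without CaSR DMSO replicate 1 or 3 the adjusted p in DMSO was 0.0568 or 0.0795. MAGEA3 has close paralogs, and its reads may be divided among them. ENPP2 (chromosome 8) fell from 2.83 ± 0.725 to 0.679 ± 0.232 CPM, GAS6 (chromosome 13) from 2.22 ± 0.345 to 0.553 ± 0.181 CPM, and COBL (chromosome 7) from 9.88 ± 1.12 to 2.65 ± 0.910 CPM (SD, n = 3). Their log2 fold changes were -2.06 (SE 0.33), -2.01 (SE 0.31) and -1.90 (SE 0.28), and their adjusted p-values 0.049, 0.0457 and 0.0416. Each of these 3 calls was lost in 11 of the 12 fits that left out 1 library, where the adjusted p rose to at most 0.327, 0.294 and 0.227. With the set term their adjusted p-values were 0.000243, 0.000267 and 0.000119.

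In R568, 647 genes differed between CaSR and GFP cells, 453 higher and 194 lower in CaSR cells, of which 351 changed at least 2-fold. With the set term 3885 were called, 2016 higher and 1869 lower, and all 647 were among them in the same direction. The count was 313 without CaSR R568 replicate 3, 349 without GFP R568 replicate 2 and 386 without GFP R568 replicate 3. Large rises among the genes named by rule were those of TM4SF18, MUC4 and LBH. TM4SF18 (chromosome 3) reached 2.18 ± 0.733 CPM (SD, n = 3) and was at least 16.0-fold higher than in GFP cells, where it was under the floor (adjusted p 0.000202). MUC4 (chromosome 3) had 3.73 ± 4.23 CPM (SD, n = 3) against a level under the floor in GFP cells (adjusted p 0.00321), and its mean was 1.30 CPM without CaSR R568 replicate 3. LBH (chromosome 2) had a log2 fold change of 5.39 (SE 0.50, adjusted p 9.54e-05), and its mean in GFP cells in R568 was 0.379 CPM with all libraries and 0.206 CPM without GFP R568 replicate 1. The largest falls were MAGEA3, ADH1C, ADH6 and INSM1. ADH1C (chromosome 4) was 4.25 ± 1.31 CPM in GFP cells and 0.132 ± 0.0425 CPM in CaSR cells in R568 (SD, n = 3; adjusted p 0.000326); it has near-identical family members. ADH6 (chromosome 4) was at least 7.56-fold lower (adjusted p 0.0112) and INSM1 (chromosome 20) at least 8.27-fold lower (adjusted p 0.00111). ADH6 overlaps a gene on the opposite strand, AP002026.1, with 78.5% of its highest level.

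Across the 15093 genes, the CaSR effects in DMSO and in R568, which share no library, correlated at r = 0.421 (Spearman's rho 0.331), against 0.005 in simulated libraries without an effect. The simulated libraries held no library sets, so 0.005 leaves out the deviations that real libraries share. On differences of mean log2 CPM, 16 of 100 splits of the real libraries gave as high a correlation by absolute size. Within sets 1 of 16 did, which is the real split. The fit with the set term gave r = 0.420. The alternatives run for this r with all libraries were RLE factors, DESeq2, the set term and a mean CPM of at least 1. The last moved it most, to 0.493, and it was 0.256 without CaSR DMSO replicate 3. Of the 647 genes called in R568, 540 had the same direction in DMSO. A receptor effect and a fixed difference between the lines would both give such agreement.

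The next comparisons addressed R568 itself. In GFP cells, 0 genes were called between R568 and DMSO, with 64 genes at an unadjusted p under 0.05 and a smallest adjusted p of 1. Without the filter on low counts 1 gene was called, the only alternative with a call. With the set term 0 genes were called, with 502 at an unadjusted p under 0.05 and a smallest adjusted p of 0.873.

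In CaSR cells, R568 changed 290 genes, 266 higher and 24 lower, of which 172 changed at least 2-fold. With the set term 2470 genes were called, 1504 higher and 966 lower, with all 290 among them in the same direction. Leaving out CaSR DMSO replicate 1, 2 or 3 gave 150, 158 and 158 genes, and leaving out CaSR R568 replicate 3 gave 168. Large rises among the genes named by rule were those of SOD3, TM4SF18 and LBH. SOD3 (ENSG00000109610.5; chromosome 4, 24789912 to 24800842, plus strand) rose from 1.42 ± 0.284 to 66.1 ± 9.15 CPM (SD, n = 3), a log2 fold change of 5.54 (SE 0.29, adjusted p 1.14e-06). LBH rose from 0.580 ± 0.192 to 15.8 ± 3.95 CPM (SD, n = 3; log2 fold change 4.77, SE 0.48, adjusted p 0.000213). TM4SF18 was at least 16.4-fold higher (adjusted p 0.000487).

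**Figure D2:**
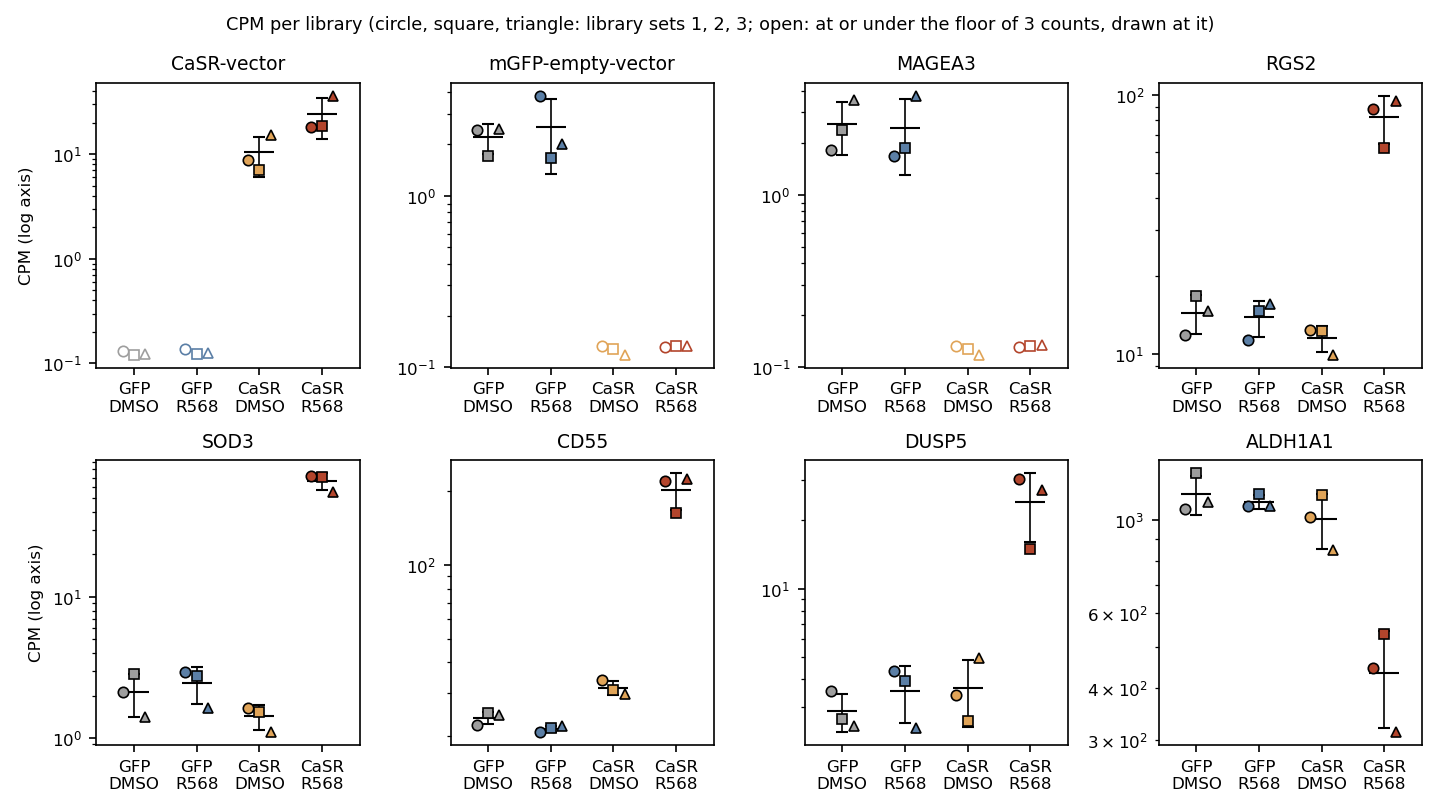
CPM per library on log axes for 2 vector rows and 6 genes in the 4 groups (points: libraries, with circle, square and triangle for library sets 1, 2 and 3; bars: mean and SD, n = 3, drawn where every library is above the floor of 3 counts; open points lie at or under the floor and are drawn at it). RGS2, SOD3, CD55 and DUSP5 are higher in all 3 CaSR libraries in R568 than in the other 9 libraries, and ALDH1A1 is lower.

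Falls were fewer and smaller. ALDH1A1 (chromosome 9), an abundant transcript, fell from 1002 ± 148 to 432.4 ± 112.2 CPM (SD, n = 3; log2 fold change -1.21, SE 0.18, adjusted p 0.00326). The other 3 largest falls were CD96 (log2 fold change -1.67, SE 0.27, adjusted p 0.00591), SLC38A4 (-1.24, SE 0.20, adjusted p 0.00693) and SAMD15 (-1.11, SE 0.25, adjusted p 0.0395). The SAMD15 call was lost in 11 of the 12 fits that left out 1 library, where the adjusted p reached 0.153 (0.00594 with the set term), and the gene overlaps the more abundant TMED8 on the opposite strand. CD96 and SLC38A4 overlap ZBED2 and AC008014.1 on the opposite strand, at 13.5% and 18.3% of their own highest levels.

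The formal test of a difference between the lines was the interaction. It called 52 genes, and for all 52 the R568 effect was more positive in CaSR than in GFP cells. With the set term 1079 genes were called, 741 positive and 338 negative, and all 52 were among them. In 10 of the 12 fits that left out 1 library the count was more than 1.5 times smaller, down to 21 without GFP DMSO replicate 1. All 52 were also called for R568 in CaSR cells. Among the 5 genes with the smallest p were CD55, SOD3, RGS2 and CEACAM6. CD55 (ENSG00000196352.15; chromosome 1, 207321376 to 207386804, plus strand) was 23.8 ± 1.40, 21.5 ± 0.634 and 31.5 ± 2.14 CPM in GFP cells in DMSO, GFP cells in R568 and CaSR cells in DMSO, and 202.5 ± 34.3 CPM in CaSR cells in R568 (SD, n = 3; interaction log2 fold change 2.83, SE 0.19, adjusted p 2.99e-05). The corresponding log2 fold changes were 5.34 (SE 0.39, adjusted p 6.07e-05) for SOD3, 2.88 (SE 0.27, adjusted p 0.000715) for RGS2 on chromosome 1 and 3.68 (SE 0.39, adjusted p 0.00149) for CEACAM6 on chromosome 19. CEACAM6 has near-identical family members that can share its reads.

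**Figure D3:**
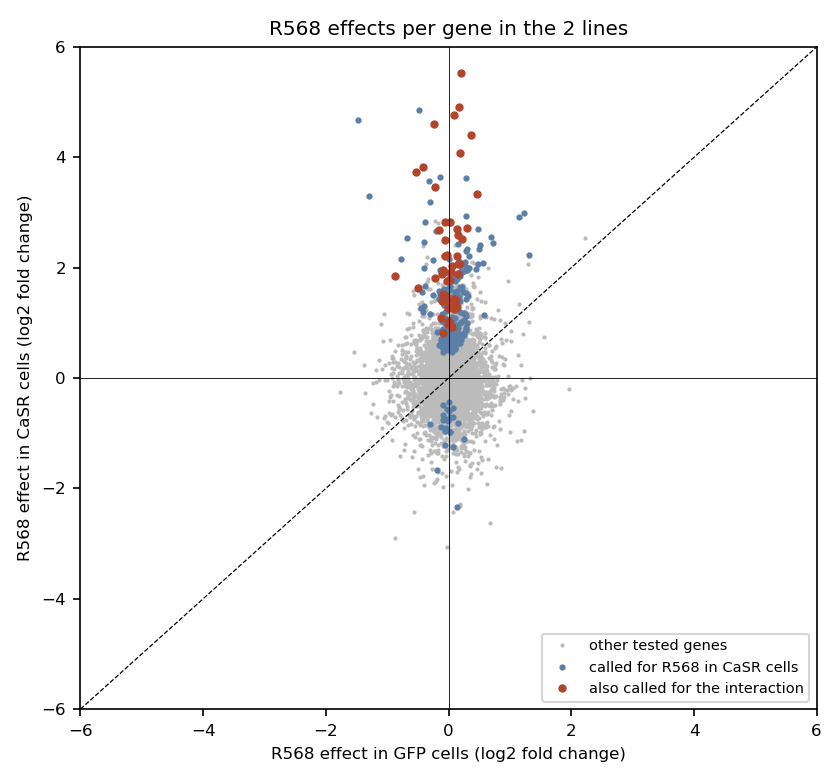
Log2 fold change with R568 in GFP cells (horizontal axis) against that in CaSR cells (vertical axis) for the 15093 tested genes (grey), with the genes called in CaSR cells in blue and, among them, the 52 called for the interaction in red; the dashed line marks equal effects. The 290 called genes spread along the vertical axis, with a median absolute log2 fold change of 1.21 in CaSR cells and 0.11 in GFP cells.

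Across genes, the R568 effects in the 2 lines correlated at r = 0.040 (rho 0.044; 0.037 with the set term). Filtering at a mean CPM of at least 1 gave 0.073, and the fits that each left out 1 library ran from -0.040 to 0.082. Of the 290 genes called in CaSR cells, 180 had the same direction in GFP cells, and all 290 had the larger absolute log2 fold change in CaSR cells, for which they had been selected.

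Whether R568 moved genes in the direction in which the lines differed in DMSO was examined by correlation. The CaSR effect in DMSO was set against the R568 effect in CaSR cells. The 2 effects share the CaSR DMSO libraries with opposite signs. Their r was -0.001 (rho 0.005), against -0.499 (-0.521 to -0.469) in 20 simulated data sets without an effect. Other splits of the real libraries, taken on differences of mean log2 CPM, spread more widely, from -0.825 to 0.357 (median -0.548). Of 100 splits, 6 gave a value as high as the 0.008 observed on that scale. With a mean CPM of at least 1 the r of the 2 effects was 0.0955, and it was -0.214 without CaSR DMSO replicate 2. The value expected without an effect is at hand only for the 15093 genes in all 12 libraries. Neither of these 2 values can therefore be read against -0.499.

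**Figure D4:**
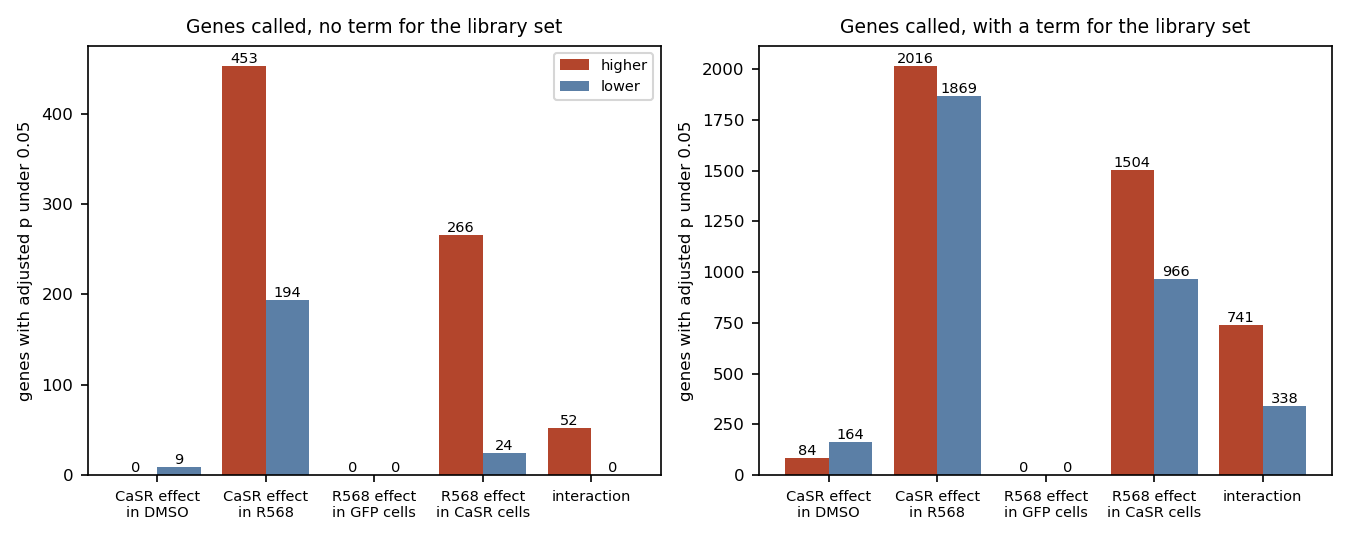
Genes with an adjusted p under 0.05 in each contrast, higher (red) and lower (blue), without (left) and with (right) a term for the library set; the vertical axes start at 0 and have different ranges. R568 changed 290 and 2470 genes in CaSR cells and 0 in GFP cells in both fits.

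The 5 gene lists were tested in the 5 contrasts, and camera called 11 of the 25 tests. The estimated correlation gave 3 without the set term and 1 with it, the largest move. The inflammation and ERK feedback calls held under fry, only the inflammation calls held under an estimated correlation, and the interferon and differentiation calls held under neither. Under fry with the set term the same 11 were called. Camera with the set term called 12, adding the interferon list for the CaSR effect in DMSO (adjusted p 0.00526, against 0.278 without the term). An estimated correlation with the set term kept only the differentiation list for the CaSR effect in DMSO (adjusted p 0.0312), and the 3 inflammation calls were lost (0.0881 each).

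For R568 in CaSR cells, the inflammation list was higher (camera, adjusted p 6.21e-09; fry, 0.00208). Of its 18 tested genes 17 rose, 3 were called over all genes, and 8 were called adjusted over the list alone. With the set term 14 were called over all genes. Its mean score went from 2.06 ± 0.0442 to 2.89 ± 0.175 log2 CPM (SD, n = 3), and rose in each library set by 0.69 to 0.96. The exact two-sided permutation test of the 3 scores against 3 gave p = 0.1, the smallest it can give. The members called without the set term were NFKB2 (chromosome 10; log2 fold change 0.77, SE 0.14, adjusted p 0.0155), IL23A (chromosome 12; 2.33, SE 0.46, adjusted p 0.0196) and IL32 (chromosome 16; 1.49, SE 0.30, adjusted p 0.0248). These calls were lost in 3, 4 and 5 of the 12 fits that left out 1 library, with adjusted p-values up to 0.0739, 0.0821 and 0.104. In the fit with the set term they were 9.8e-05, 0.000519 and 0.0012.

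The ERK feedback list was higher too (camera, adjusted p 2.93e-05; fry, 0.00856). Of its 17 genes 14 rose, 3 were called over all genes, and 5 were called adjusted over the list alone. With the set term 8 were called over all genes. Its score rose in each library set by 0.36 to 0.76 log2 units. DUSP5 (chromosome 10) rose from 3.64 ± 1.18 to 24.1 ± 8.14 CPM (SD, n = 3; log2 fold change 2.72, SE 0.32, adjusted p 0.000673), IER3 (chromosome 6) by 1.38 on the log2 scale (SE 0.18, adjusted p 0.00119) and DUSP4 (chromosome 8) by 1.33 (SE 0.21, adjusted p 0.00492).

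The interferon list was higher under camera (adjusted p 7.77e-09) and not under fry (0.289) or an estimated correlation (0.475). All 23 genes rose, 0 were called over all genes, and 0 were called adjusted over the list alone, with 9 at an unadjusted p under 0.05. Its score was 5.51 ± 0.865 log2 CPM in DMSO and 6.79 ± 0.583 in R568 (SD, n = 3; exact two-sided permutation p = 0.2). Within the library sets it rose by 1.68, 0.76 and 1.39, and with the set term fry gave an adjusted p of 0.00344 and 20 of the 23 genes were called.

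The interaction was positive for the same 3 lists under camera, with adjusted p-values of 1.45e-08 for inflammation, 6.52e-05 for ERK feedback and 6.06e-07 for interferon, and under fry of 0.00865, 0.0402 and 0.614. Fry with the set term gave 0.00433, 0.00412 and 0.0181. Over all genes the inflammation list had 0 called members, with 7 at an unadjusted p under 0.05, and the interferon list had 0, with 0 at an unadjusted p under 0.05. The ERK feedback list had 1 called over all genes and 4 adjusted over the list alone. In the fit with the set term, 9 inflammation, 19 interferon and 4 ERK feedback members were called over all genes. For R568 in GFP cells 0 of the 5 lists were called, and scores moved by -0.017 (inflammation), 0.004 (ERK feedback), 0.055 (interferon), 0.084 (differentiation) and 0.008 (proliferation) log2 units. The camera p was under 0.05 for 0 of these 5 lists. In fits that left out 1 library, which unbalances the library sets, the interferon list was called without GFP DMSO replicate 2 (adjusted p 0.00206), GFP DMSO replicate 3 (1.82e-05), GFP R568 replicate 2 (0.0122) or GFP R568 replicate 3 (3.24e-05). The differentiation list was called without GFP DMSO replicate 2 (0.0494).

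The CaSR effect in R568 gave the same 3 lists as higher, with adjusted p-values of 7.77e-09, 0.000782 and 3.45e-08 in the same order. The differentiation list was lower in CaSR cells both in DMSO (camera, adjusted p 1.73e-09) and in R568 (0.000952), with fry giving 0.116 in both. Of its 28 genes 16 were tested. In DMSO 3 of them were higher and the rest lower, 1 was called over all genes and 3 were called adjusted over the list alone. With the set term 6 were called over all genes. Its score was 1.79 ± 0.312 in GFP cells and 1.02 ± 0.434 in CaSR cells in DMSO (SD, n = 3; exact two-sided permutation p = 0.1, the smallest it can give), and was lower in CaSR cells in each library set, by 0.66 to 0.90. The 1 member called without that term, CDH17, chosen for naming after its value was seen, was at least 7.22-fold lower in DMSO (adjusted p 0.0312; 0.000885 with the set term). This call was lost in 8 of the 12 fits that left out 1 library, among them those without CaSR DMSO replicate 1 (0.224) or 3 (0.227), the highest values. The proliferation list was called in 0 of the 5 contrasts, and its smallest adjusted p was 0.45. Leaving out 1 library gave calls for it: for the CaSR effect in DMSO without GFP DMSO replicate 1 (adjusted p 0.0405) or CaSR DMSO replicate 2 (0.000233), for R568 in CaSR cells without CaSR DMSO replicate 2 (0.0307), and for R568 in GFP cells without GFP DMSO replicate 2 (0.0367), GFP R568 replicate 1 (0.00135) or GFP R568 replicate 2 (0.00263). For the CaSR effect in DMSO the inflammation list was called without GFP DMSO replicate 1 (0.0181), and the interferon list without GFP DMSO replicate 1 (0.0196), 2 (0.000353) or 3 (0.0151) or CaSR DMSO replicate 3 (0.000298).

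**Figure D5:**
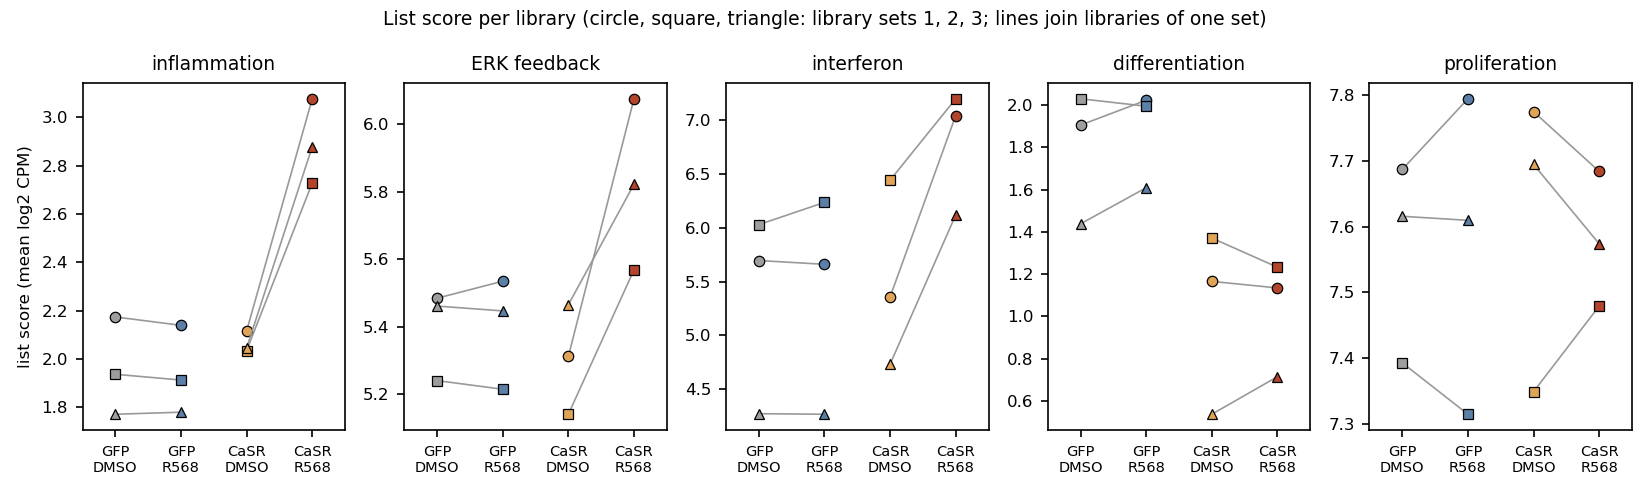
List score (mean log2 CPM of the tested genes, vertical axes) per library for the 5 lists in the 4 groups; symbols mark library sets 1 (circle), 2 (square) and 3 (triangle), and lines join libraries of 1 set. Inflammation, ERK feedback and interferon scores rise with R568 in CaSR cells in all 3 sets, while interferon scores also differ between sets, from 4.27 to 6.03 among GFP libraries in DMSO.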

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

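Fry and the estimated correlation without the set term, RLE factors and library size only were set before the data were examined, and the counts of other splits before the values they measure were seen. The other tests in this part, and the use of these fits to weigh explanations, were chosen after the results were seen. The R568 effect differed between CaSR and GFP cells for 52 genes by the interaction test, and for 3 of the 5 gene lists, with adjusted p-values under camera of 1.45e-08 for inflammation, 6.52e-05 for ERK feedback and 6.06e-07 for interferon. These are differences between the effects of 1 treatment in the 2 lines.

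For the 52 genes, the tables argue against several technical explanations as the whole cause. After removal of the GC trend 49 of the 52 were called. With the term for the library set 52 were, but the sets are balanced over the groups and the term lowered the spread. That count was therefore close to fixed in advance and is no test of the sets as a cause. Under the other scalings, RLE and library size only, at least 45 were called. Fewer of the 52 were called under limma-voom, 34, and in fits that left out 1 library, down to 21 without GFP DMSO replicate 1. A mix-up of the lines is argued against by the vector counts, since the lowest CaSR-vector count in a CaSR library was 166 and the highest in a GFP library was 0. CaSR-vector itself was higher by 1.22 on the log2 scale under R568, so more receptor mRNA could contribute to the response and cannot be told apart from stimulation of the receptor, because every CaSR library in R568 carries both. The 52 genes had a median log2 fold change of 0.06 for the CaSR effect in DMSO and 2.00 for the interaction. In DMSO the mean of CaSR-vector went from 0 CPM in GFP cells to 10.4 CPM in CaSR cells. The interaction subtracts the CaSR effect in DMSO, so choosing the 52 genes by it favours low values of that effect. The median of 0.06 is therefore no independent evidence on whether receptor mRNA at that level, without R568, moves such genes. Nor does it cover the mean of 24.3 CPM, which was reached only with R568. A different state of the transduced lines, which were made once each as far as the labels say, stays open and was not tested. A receptor-dependent drug effect, which the design names, stays among the open explanations.

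Of 100 draws, out of 200 possible, that redrew the treatment labels within each line, 14 gave at least 52 interaction genes. Of these 14, 13 kept the true split of the CaSR libraries, which leaves the response of the CaSR cells in place. The remaining 1 gave more genes than the true labels and set libraries of set 1 against those of set 3 in opposite directions in the 2 lines. With the term for the library set, 7 of the 32 swaps within line and set gave at least 1079 genes, and all 7 were among the 8 swaps that kept the CaSR split. The other 24 swaps gave 0 genes. A response of the CaSR cells alone is itself an interaction, and draws that keep the CaSR split keep it. The shares of 14 of 100 and 7 of 32 therefore do not measure how often an interaction arises without such a response.

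For the lists, a preset correlation that is too low could make camera's p-values too small. Without that preset, fry gave adjusted p-values of 0.00865 for inflammation, 0.0402 for ERK feedback and 0.614 for interferon. With the term for the library set, fry gave 0.00433, 0.00412 and 0.0181. An estimated correlation gave 0.0201, 0.0987 and 0.5 without that term and 0.0881, 0.143 and 0.169 with it. Of these 4 tests without the preset, inflammation was called in 3, ERK feedback in 2 and interferon in 1. They ask different questions: fry asks whether a list changed at all, and camera whether it changed more than the other genes. Under fry, inflammation and ERK feedback were called in both fits, so those calls do not rest on the preset. For interferon the fry fits differed. With an estimated correlation only inflammation was called, and only without the set term. For camera's question, a preset that is too low therefore cannot be told apart from a larger change of the list for any of the 3. Of the 100 draws of treatment labels, 46 gave at least 3 lists called, so the number of lists alone is weak evidence. No biological explanation of the list results was tested.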

How the results depend on the processing

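The counts of called genes kept within 1.5 times under RLE factors, limma-voom and a mean CPM of at least 1 in all 5 contrasts. Library size only did so too, except for the CaSR effect in DMSO, with 5 genes. Removal of the GC trend did so except for R568 in CaSR cells, with 456. The cause of these moves was not tested.

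In the order CaSR effect in DMSO, CaSR effect in R568, R568 in CaSR cells and interaction, DESeq2 called 32, 1091, 633 and 168 genes, and no filter gave 74, 1211, 727 and 289. The library set term gave 248, 3885, 2470 and 1079, and the library set term with the GC trend removed gave 310, 4503, 3101 and 1383. Fits of only the groups compared, which use fewer libraries, gave 1, 305 and 144 for the first 3. For R568 in GFP cells, 1 gene was called with no filter and 0 under every other alternative. For R568 in CaSR cells, terms for 59 other arrangements of the libraries gave at most 765 genes, so a term for any sets did not account for the whole move to 2470. The cause of the moves under DESeq2, no filter and removal of the GC trend was not tested.

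Across the 12 fits that each left out 1 library, the counts ran from 0 to 11 for the CaSR effect in DMSO, from 313 to 669 for the CaSR effect in R568, from 150 to 373 for R568 in CaSR cells and from 21 to 55 for the interaction, and were 0 for R568 in GFP cells. The log2 fold change of CaSR-vector with R568 ran from 0.83 to 1.60, with adjusted p-values from 0.101 to 0.474. It was 1.23 under DESeq2 (adjusted p 0.0264) and 1.22 with the library set term (adjusted p 4.56e-06), both past the threshold. With the library set term the log2 fold change was 1.22 as without it, and its SE fell from 0.36 to 0.12. That call therefore came with a smaller error and not with a larger change. The cause of the move under DESeq2 was not tested.

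A mean CPM of at least 1, which tests fewer genes, moved the correlation of the CaSR effects to 0.493 and that of the R568 and CaSR effects to 0.0955. Across the fits without 1 library, the correlation of the R568 effects ran from -0.040 to 0.082, that of the CaSR effects from 0.256 to 0.397, and that of the R568 and CaSR effects from -0.214 to 0.013. For these fits no value expected without an effect is at hand.

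Of the 25 list tests, 6 were called under fry, 3 under an estimated correlation and 1 under an estimated correlation with the library set term, and 11 to 15 across the fits without 1 library. Directions reversed in 4 cases, each when a library was left out, which unbalances the sets: the interferon list for CaSR in DMSO without GFP DMSO replicate 3 (adjusted p 0.0151), the interferon list for R568 in GFP cells without GFP DMSO replicate 3 (1.82e-05) and without GFP R568 replicate 2 (0.0122), and the proliferation list for R568 in GFP cells without GFP R568 replicate 2 (0.00263). Across the 12 fits these adjusted p-values ran from 0.000298 to 0.326 for the interferon list for CaSR in DMSO, from 1.82e-05 to 0.781 for the interferon list for R568 in GFP cells and from 0.00135 to 0.998 for the proliferation list for R568 in GFP cells. Whether that imbalance was the cause was not tested. Of 342 list values, the 4 reversed ones included, 23 were weaker and 13 stronger. Of 505 values for named genes, CDH17 in DMSO included, 66 were weaker, in 9 of the 32 pairs of gene and contrast, 0 were stronger and 0 reversed. All 66 came from fits that left out 1 library, and with the library set term all 32 pairs stayed past the threshold. Values for named genes were taken only under RLE factors, DESeq2, a mean CPM of at least 1, the library set term and these fits. Under alternatives without such values, calls for the CaSR effect in DMSO were lost too. Of those 9 genes, library size only kept 5, and fits of only the groups compared kept 1. Camera with the library set term called 12 list tests.

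The replicate numbers come from accession order only. The sets nevertheless follow them, and the library set term is therefore the same as a term for replicate number.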

Other observations

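The counts of other splits of the libraries, the test of whether the receptor acted without R568, the other arrangements of the set term, and the GC and depth tests of the sets were chosen before the values they measure were seen; the other tests were chosen after.

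Other splits of the 6 libraries of a comparison, 10 each, gave as many called genes in 1 of 10 for the CaSR effect in DMSO, the CaSR effect in R568 and R568 in CaSR cells, which is the real split. Counted as genes at an unadjusted p under 0.05, the real splits gave 390, 2499 and 1766 in the same order. The highest other splits gave 906, 2206 and 2718. On that count the real split was not the highest for the CaSR effect in DMSO or for R568 in CaSR cells. For R568 in GFP cells, 8 of 10 splits gave at least the 64 genes at an unadjusted p under 0.05. For the number of lists called, the counts were 9, 3 and 6 of 10 for the CaSR effect in DMSO, the CaSR effect in R568 and R568 in CaSR cells. With 10 splits the share cannot go below 0.1. With the term for the library set, 20 of 32 swaps gave at least as many interaction lists. Correlations over splits were taken on differences of mean log2 CPM, and those of the R568 effects and of the CaSR effects were compared by absolute size. Among 100 splits, 69 gave as high a correlation between the R568 effects, 16 between the CaSR effects and 6 between the R568 and CaSR effects. Splits along the library sets raise such correlations: within sets, 1 of 16 gave as high a correlation between the CaSR effects, and the next highest was 0.326. Within sets, 2 of 16 gave as high a correlation between the R568 effects as the 0.0445 observed on this scale, and the highest other was 0.0557.

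The 3 library sets were found from the deviations themselves, so their high correlation is no test. The arrangement by accession order, which was fixed without the counts, is the same one, and 1 of 216 arrangements, that one, gave a mean correlation as high as its 0.576, which argues against a chance arrangement. The sets are not explained by GC content alone, since the mean was 0.562 after the GC trend was removed, nor by depth, since the library totals of all 3 pairs of sets overlapped. Terms for other arrangements did not account for the whole rise in genes called for R568 in CaSR cells, since 1 of 60 arrangements tried, the one found, gave as many as 2470. The 59 others gave a median of 237 and at most 765, and 12 of them gave more than the 290 without a term, so part of the rise can come with other arrangements. What made the sets, such as a day of culture or of library preparation, may lie in the handling, and the labels do not say. No biological explanation was tested.

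CaSR-vector mRNA was higher under R568 in each set. Normalization as the cause is argued against by raw counts, with a lowest ratio of 2.06 within a set. A drug effect on the vector without the receptor is not seen in GFP cells, where the GFP row changed by 0.15 with the set term (SE 0.24), but its counts are low and the 2 constructs may differ, so it cannot be told apart.

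MAGEA3 was lower in CaSR cells in both treatments. Reads moved to the paralogs MAGEA6 and MAGEA12, chosen after their values were seen, do not account for it, since the 3 genes together had 0.256 CPM in CaSR cells in DMSO against 2.82 in GFP cells. The highest MAGEA3 count in any CaSR library was 2, which a receptor effect and a difference between the founder cells of the lines would both give, so they cannot be told apart.

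Whether the receptor acted without R568 was tested by correlating the CaSR effect in DMSO of 1 set with the R568 effect in CaSR cells of another over 12849 genes. The mean over 6 pairs was 0.116 (0.039 to 0.234), against -0.047 (-0.177 to 0.087) for the R568 effect in GFP cells. The ranges overlap and the sets are 3, so this may or may not reflect activity without the modulator. Across sets, the R568 effect in CaSR cells correlated with itself at 0.729, the CaSR effect in DMSO at 0.355 and the R568 effect in GFP cells at -0.021.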
